A study of Mus musculus with 9 samples.

How the data were processed

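RNA was measured by sequencing poly(A)-selected libraries from C2C12 cells, an established line of mouse myoblasts, which are muscle precursor cells that leave the cell cycle and fuse into myotubes when growth serum is withdrawn. Per the labels, 3 cell populations were compared: a control that received a guide RNA without a target in the genome (WT below), a population in which the clock gene Per1 was knocked out with CRISPR-Cas9 (Per1KO), and one in which Per2 was (Per2KO). Each was sampled before differentiation (day 0) and on days 3 and 5 in horse serum, with 1 library for each population and day and 9 libraries in total. The labels name whole muscle as the tissue of the samples and C2C12 as their cell line; the growth protocol describes cell culture, and the libraries were treated as cultured cells.

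The values used are whole-number read counts per Ensembl gene, taken as deposited. Per the labels, the libraries were made from polyadenylated RNA with a TruSeq kit and sequenced as single reads on an Illumina HiSeq. Neither the labels nor the table's header state the aligner, the counting program, the genome build, the annotation, whether strand was used, or how the authors' counting treated reads that match more than 1 gene. The table has 47729 genes, of which 47224 matched a symbol in the gene name table used here. The other 505 held at most 0.0328% of the counts of any library. It has 0 lines that name no gene. Each of its 9 value columns matched the title of 1 sample and of no other. Gene positions, classes, GC content, transcript lengths and sequences were taken from GENCODE release M21 on mouse build GRCm38 by Ensembl identifier; whether the authors counted against that build is not stated.

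Total counts ranged from 5020385 to 6773320 in the WT libraries and from 41997763 to 48051824 in the knockout libraries, and only the WT titles carry a sequencing lane suffix. The mean knockout total was 7.82 times the mean WT total. A count of 0 allows up to 3 counts, which is 0.443 to 0.598 CPM (edgeR's depth-scaled count) in the WT libraries and 0.0624 to 0.0714 CPM in the knockout libraries. Shares of a library are given with exact Poisson 95% intervals of the count, divided by the scaled library size. Like the floors, these intervals cover counting error only, since reads without molecular identifiers are not independent molecules.

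Genes with at least 1 CPM in at least 3 of the 9 libraries were tested, which left 13324. Library sizes were scaled by the trimmed mean of M values (TMM). The main test was edgeR's quasi-likelihood test (edgeR 4.0.16, limma 3.58.1, R 4.3.3) with robust dispersion estimates and Benjamini-Hochberg adjustment, called at an adjusted p-value under 0.05; every adjusted p-value below comes from it. Genotype and day effects were fitted in an additive model of all 9 libraries, in which the 3 days stand in for replicates of a genotype and the 3 populations for replicates of a day, with 4 residual degrees of freedom. A differing response to differentiation was tested as the interaction of genotype with day 0 against days 3 and 5, with 3 residual degrees of freedom. Standard errors were derived from the log2 fold change and its F statistic. With 1 population per genotype, a p-value speaks of these cell populations and not of independently made clones. Differences between 2 single libraries have no replicate check and carry no p-value. They were computed as differences of log2 CPM with a prior count of 2, and genes with at least 1 CPM in either library were counted when they reached 2-fold. The number that Poisson counting noise alone gives was simulated 20 times per pair.

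The 6 gene lists (circadian clock, myogenic regulators, muscle structure, insulin-like growth factor axis, cell cycle and imprinted genes), the tests, the designs, the rule for named genes and the alternatives listed first below were fixed before the data were examined. By that rule the named genes were Per1, Per2, Igf2, Myod1, Myog, Myf5, Mymk, Myh3 and Ckm, then the 3 largest rises and 3 largest falls per knockout, for both knockouts together and for day 5 against day 0, among called genes with a mean of at least 10 CPM and the same direction in all 3 library pairs, and from each list the member with the largest rise and the one with the largest fall. The median of a list in a library pair was given its percentile among 10000 random lists matched on mean expression in 50 bins, and a 95% counting interval from 200 Poisson resamples of the counts. The similarity of the 2 knockouts' differences from the shared WT libraries was set against 100 simulated sets with no genotype effect.

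For each gene, the share of the 31-mers of its longest transcript that also occur in another gene's longest transcript was computed. Families were formed from genes sharing at least 50% of the 31-mers of the shorter transcript. A trend of each library on GC content and transcript length was fitted with natural splines of 5 degrees of freedom over protein-coding genes sharing under 10%. GC content and length were known for 99.8% of the tested genes.

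The tests were tested on simulated data drawn for the real 13324 genes from their fitted means, library sizes and dispersions, with 200 genes changed by 2- or 4-fold. Per1KO against WT recovered 84.5% of them, 98.0% of the 4-fold and 71.6% of the 2-fold changes, and 7.65% of the calls were false. Per1KO against Per2KO also recovered 84.5%, with 10.1% of the calls false. Both error rates lie above the nominal 5%. In the sets for these 2 comparisons, WT and knockouts responded alike to the days. Recovery where WT and knockouts respond differently was not simulated for them. With the 200 genes changed in Per1KO only, 1 gene was called for Per2KO against WT. With them changed alike in both knockouts, 0 were called for Per1KO against Per2KO. No set without any changed gene was put to these tests. The test of a differing response recovered 0 of 200 changes of 2- or 4-fold, and 182 of 200 at 64-fold. With days 3 and 5 made alike it recovered 28 and 188 of 200, with 20% and 4.57% of the calls false.

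The alternatives fixed in advance were DESeq2's size factors, upper-quartile scaling, no filter and a filter at a mean of 10 CPM, dispersions without robust weighting, the DESeq2 1.42.0 Wald test, fits of only the 6 libraries compared, day as a number, fits without each day or population in turn, and a prior count of 0.5. Added after seeing the data were knockout counts thinned to the mean WT depth, an offset for the GC and length trend, and a restriction to protein-coding genes sharing under 10% of their 31-mers. Tables were handled with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.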

Results

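Transcript counts were measured in C2C12 mouse myoblasts carrying a control guide RNA (WT) or a knockout of Per1 or Per2, on days 0, 3 and 5 of differentiation into myotubes. Per1 and Per2 encode repressors of the circadian clock. The series title names the dependence of myoblast differentiation and muscle regeneration on circadian phase as its subject, and its design asks how the loss of either gene changes the transcriptome before and during differentiation. Each genotype and day had 1 library, so no value below has a replicate of the same genotype and day. The WT libraries held 6773320, 5771983 and 5020385 counts on days 0, 3 and 5. The Per1KO libraries held 46191257, 47994827 and 43182420 counts, and the Per2KO libraries 47156412, 48051824 and 41997763. The lowest knockout total was 6.20 times the highest WT total. Depth and the lane suffix of the titles separate all 3 WT libraries from all 6 knockout libraries, so a batch that follows depth holds samples of WT only or of knockouts only, and batch and genotype cannot be told apart in any comparison with WT.

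The targeted genes were examined first. Per1 (ENSMUSG00000020893, chromosome 11, 69095217 to 69109960, plus strand) and Per2 (ENSMUSG00000055866, chromosome 1, 91415982 to 91459324, minus strand) are protein-coding genes in the GRCm38 annotation, and 0% of the 31-mers of either occur in another gene. On day 0, Per1 was at 34.5 TMM-scaled CPM in WT (95% Poisson interval 30.3 to 39.0), 21.2 in Per1KO and 16.8 in Per2KO, both with intervals that lay below that of WT. On day 3 it was at 32.6, 33.1 and 31.1 CPM in the same order, and on day 5 at 29.5, 29.3 and 33.2 CPM. Its additive log2 fold change against WT was -0.34 ± 0.22 (SE) in Per1KO, with an adjusted p-value of 0.310, and -0.40 ± 0.22 in Per2KO, with an adjusted p-value of 0.232. Neither passed the threshold. Per2 was at 9.43, 6.71 and 3.58 CPM on day 0 in WT, Per1KO and Per2KO, at 11.1, 9.64 and 9.32 CPM on day 3, and at 19.5, 10.7 and 8.45 CPM on day 5. Its log2 fold change against WT was -0.62 ± 0.24 in Per1KO (adjusted p-value 0.111) and -1.02 ± 0.24 in Per2KO (adjusted p-value 0.0230), and it was lower on all 3 days in both. When only the WT and Per2KO libraries were fitted, the Per2 difference stayed at -1.03 but no longer passed the threshold. Between the 2 knockouts, the log2 difference was 0.07 ± 0.21 for Per1 and 0.41 ± 0.23 for Per2, both with an adjusted p-value of 1.00. In this test, the mRNA of the targets therefore did not separate the Per1KO from the Per2KO libraries, and the names below are those of the labels. By counting error alone, Per2 was lower in Per2KO than in Per1KO on days 0 and 5, with disjoint intervals, which goes with the labels. The Per1 intervals were disjoint on the same days but in opposite directions. Per1 was lower in Per2KO on day 0 and lower in Per1KO on day 5. A frameshift need not lower an mRNA, and the edited alleles were not analysed here.

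**Figure D1:**
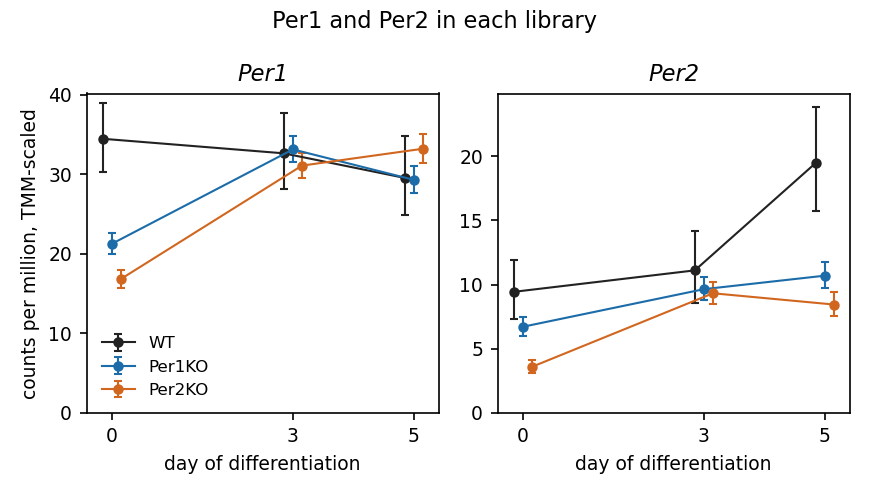
TMM-scaled CPM of Per1 and Per2 on a linear axis against the day of differentiation, with 1 point per library, lines joining the libraries of a labelled genotype, and bars for 95% Poisson intervals of counting error. Per1 on day 3 lies between 31.1 and 33.1 CPM in all 3 genotypes, and Per2 on day 5 is at 19.5 CPM in WT against 10.7 and 8.45 CPM in the libraries labelled Per1KO and Per2KO.

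Library differences were summarised by principal components of log2 CPM over the tested genes. The first component held 55.1% of the variance and ordered the days within each genotype, and the second held 31.1% and placed the WT libraries at -80.5, -56.5 and -51.7, below all 6 knockout libraries, which ranged from -6.16 to 55.3.

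To ask what changed in each knockout across the 3 days, each was compared with WT in the additive model. In the libraries labelled Per1KO, 2575 of 13324 genes passed the threshold, 1234 higher and 1341 lower than WT. In those labelled Per2KO, 2652 genes passed, 1241 higher and 1411 lower. At least a 2-fold change was seen in 1386 and 1415 of these genes. The alternative that moved these counts most was the fit without day 5, which gave 780 genes for Per1KO and 855 for Per2KO. The knockouts shared 2239 called genes, 1073 higher in both, 1166 lower in both and 0 in opposite directions. Because both were compared with the same WT libraries, some similarity arises with no effect at all. Across genes, which are not independent replicates, the log2 differences from WT of the 2 knockouts correlated with a Pearson coefficient of 0.932 on day 0, 0.984 on day 3 and 0.979 on day 5, where simulations without a genotype effect gave means of 0.636, 0.644 and 0.668. The Spearman coefficients were 0.853, 0.970 and 0.960, against simulated means of 0.562, 0.572 and 0.585.

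The genes with the largest rises in both knockouts were Gm24187, annotated as a microRNA (chromosome 13, 9834469 to 9834525), and the processed pseudogenes Gm10243 (chromosome 6, 48523518 to 48523850) and Gm10736 (chromosome 13, 111593534 to 111593611). Each had 0 counts in all 3 WT libraries. Against the floor of 3 counts they were at least 140-fold, 54.8-fold and 36.2-fold higher in every knockout library. The share of their 31-mers found in other genes was 59.3%, 100% and 100%, and Gm10243 also lies inside the pseudogene Zfp862-ps on the same strand, so their counts are uncertain. Processed pseudogenes as a class were higher: the median log2 fold change of the 1017 tested was 1.01 in Per1KO and 0.96 in Per2KO, and they made up 498 of the 1073 genes called higher in both. They held 0.610% to 0.789% of the tested counts in the WT libraries and 1.45% to 2.15% in the knockout libraries. Protein-coding genes sharing under 10% of their 31-mers, 10633 of those tested, had medians of -0.05 in both knockouts. Among them 1335 were called in both, 408 higher and 927 lower.

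**Figure D2:**
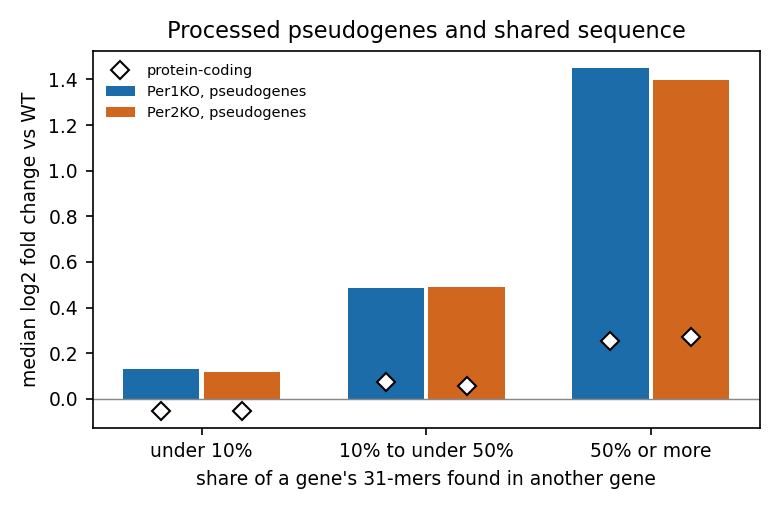
Bars give the median additive log2 fold change of processed pseudogenes against WT in the libraries labelled Per1KO and Per2KO, grouped by the share of their 31-mers found in another gene, and diamonds give the medians of protein-coding genes in the same groups. The pseudogene medians rise from 0.13 and 0.12 under 10% shared to 1.45 and 1.40 at 50% or more.

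Among the largest falls, Cilp (chromosome 9, 65265180 to 65280605), with 0% shared 31-mers, rose in WT from 0.684 CPM on day 0 to 291 and 1334 CPM on days 3 and 5. In the libraries labelled Per1KO it had 0 counts on day 0, which allows up to 0.0650 CPM before scaling, and 3.68 and 1.85 CPM later; in those labelled Per2KO it had 0 counts on day 0 and 1.99 and 2.26 CPM later. Its log2 fold change was -8.01 ± 0.78 in Per1KO (adjusted p-value 5.07e-04) and -8.48 ± 0.78 in Per2KO (4.20e-04). Greb1 had log2 fold changes of -6.38 and -6.34, with adjusted p-values of 0.0178 and 0.0174, and lost its call in both knockouts when only the 6 libraries compared were fitted. Fgf21 had -6.16 in Per1KO (adjusted p-value 0.00249) and -5.58 in Per2KO (0.00443). Rps27, a ribosomal protein gene with 30.8% shared 31-mers and therefore an uncertain count, had -5.90 and -6.28, with adjusted p-values of 4.83e-04 and 4.00e-04. Each of these genes was lower than WT on all 3 days in both knockouts.

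Insulin-like growth factor 2 (Igf2, ENSMUSG00000048583, chromosome 7, 142650766 to 142666816, minus strand) was fixed in advance as a gene of interest. It shares 0.363% of its 31-mers with other genes and overlaps the antisense gene Igf2os and the microRNA gene Mir483. In WT it was at 14.4 CPM on day 0 (11.7 to 17.4), 421 on day 3 and 368 on day 5. In the libraries labelled Per1KO it was at 0.599 CPM on day 0 (0.401 to 0.860), 65.2 on day 3 and 68.8 on day 5, and in those labelled Per2KO at 0.282 (0.154 to 0.473), 59.3 and 63.2 CPM. The additive log2 fold change was -3.21 ± 0.49 in Per1KO (adjusted p-value 0.00429) and -3.43 ± 0.50 in Per2KO (0.00318), lower on all 3 days in both. Igf1 was also lower, with log2 fold changes of -3.80 ± 0.35 and -3.70 ± 0.34 and adjusted p-values of 3.37e-04 and 3.38e-04.

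Myogenin (Myog, ENSMUSG00000026459, chromosome 1, 134289989 to 134292548), a transcription factor of myoblast differentiation with 0% shared 31-mers, was at 120 CPM in WT on day 0 (112 to 128), against 5.45 in Per1KO (4.81 to 6.15) and 2.98 in Per2KO (2.52 to 3.50). On day 5 it was at 1010, 355 and 273 CPM. Its log2 fold change was -2.80 ± 0.72 in Per1KO (adjusted p-value 0.0325) and -3.18 ± 0.73 in Per2KO (0.0217), lower on all 3 days, and both lost their call when only the 6 libraries compared were fitted. Embryonic myosin heavy chain (Myh3) fell from 135 CPM in WT to 2.56 and 0.805 CPM on day 0, and from 6870 to 3254 and 2443 CPM on day 5. Its adjusted p-values, 0.135 and 0.110, did not pass, but passed with the DESeq2 Wald test; 11.2% of its 31-mers occur in other genes. Muscle creatine kinase (Ckm) was at 10.3, 0.351 and 0.241 CPM on day 0 in WT, Per1KO and Per2KO, and at 263, 440 and 334 CPM on day 5, so that its difference from WT changed sign. Neither Ckm nor Mymk nor Myod1 passed the threshold in either knockout. Myf5 did not pass either, with a log2 fold change of -0.21 in Per1KO and 0.39 in Per2KO.

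**Figure D3:**
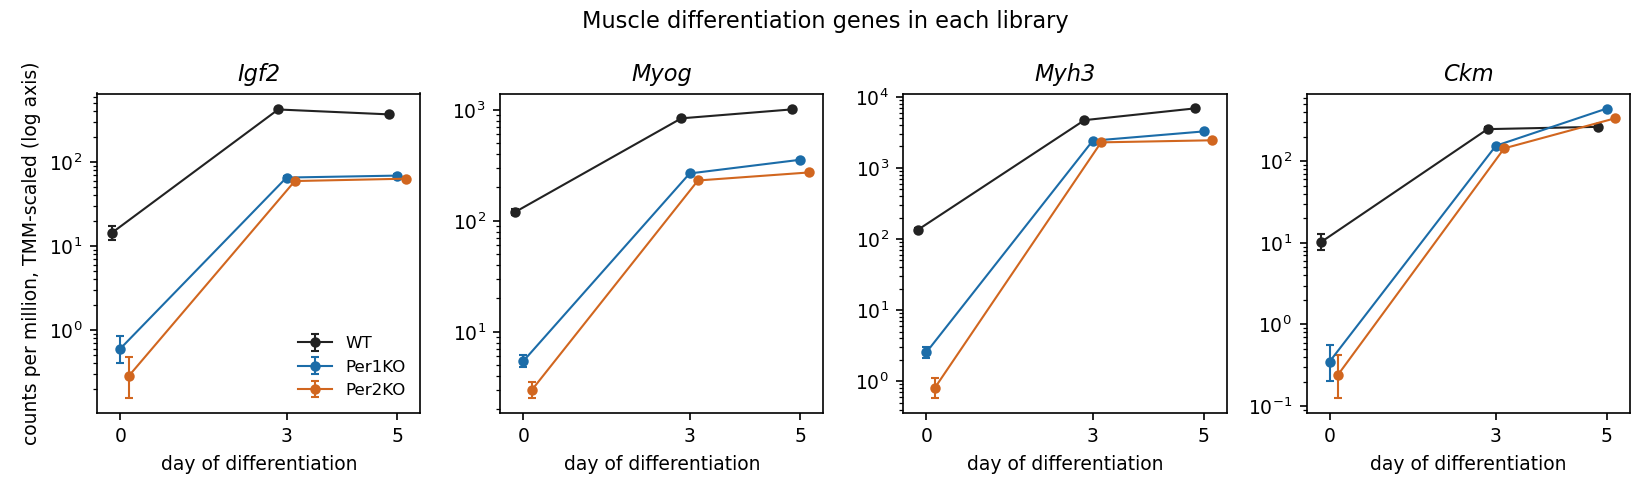
TMM-scaled CPM on a log axis of Igf2, Myog, Myh3 and Ckm against the day of differentiation, 1 point per library, with lines joining the libraries of a labelled genotype and bars for 95% Poisson intervals. Igf2 on day 5 is at 368 CPM in WT against 68.8 and 63.2 CPM in the libraries labelled Per1KO and Per2KO, and Ckm on day 5 is higher in both knockouts than in WT.

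The single-day differences from WT describe pairs of libraries and not conditions. On day 0, 2297 of 13249 genes in Per1KO and 2386 of 13274 in Per2KO differed from WT by at least 2-fold, where counting noise gave a mean of 118 and 113. On day 3 the counts were 2415 and 2528, and on day 5 they were 2712 and 2739, with at most 214 from noise. On day 0, 1219 genes were higher and 1078 lower in Per1KO, and 1234 higher and 1152 lower in Per2KO. Over protein-coding genes sharing under 10% of 31-mers the balance was the other way, with 348 higher and 800 lower in Per1KO (1148 of 10508) and 387 higher and 850 lower in Per2KO (1237 of 10530). In this class more genes were lower than higher on days 3 and 5 too, with 1327 and 1416 genes at or past 2-fold on day 3 and 1627 and 1635 on day 5. Requiring 10 CPM in either library moved the counts over all genes to 1025 and 1097 on day 0. The 41 muscle structure genes had median log2 differences of -2.60 in Per1KO (95% counting interval -2.86 to -2.30) and -3.30 in Per2KO (-3.46 to -2.92) on day 0, or -2.82 and -3.41 with genes at the floor placed at their bound. Both lay below all 10000 random lists matched on expression. The medians were -0.75 and -0.97 on day 3 and -0.23 and -0.68 on day 5. In the additive model, 9 of these genes were called lower and 1 higher in Per1KO, and 19 lower and 1 higher in Per2KO; adjusted over the list alone, 13 and 32 were lower and 1 and 1 higher. The gene called higher that the naming rule admits is Tnnc2, with a log2 fold change of 1.85 ± 0.32 in Per2KO (adjusted p-value 0.00659), which overlaps Ube2c on the opposite strand and had 1 count in WT on day 0.

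Myogenic regulators (18 genes) had medians of -0.65 and -1.07 on day 0, -0.32 and -0.32 on day 3, and -0.16 and -0.22 on day 5 in Per1KO and Per2KO. In the additive model 6 and 8 were called lower and 0 higher, where 10 and 11 were lower and 1 and 1 higher at an unadjusted p-value under 0.05. Adjusted over the list alone, 6 and 11 were lower and 0 and 1 higher, the latter Jph1. The 30 cell cycle genes went the other way, with medians of 0.73 and 0.33 on day 0, 0.40 and 0.39 on day 3 and 0.85 and 0.84 on day 5. Of these, 10 and 8 were called higher (13 and 10 adjusted over the list alone) and 0 lower, also at an unadjusted p-value under 0.05, and all 30 had a positive additive log2 fold change in both knockouts. The 18 clock genes had medians of -0.55 and -0.44 on day 0, -0.01 and -0.03 on day 3 and -0.17 and -0.40 on day 5, with 1 called higher in each knockout, Nr1d2, and 5 and 3 called lower: Arntl, Npas2, Cry2, Nfil3 and Bhlhe40 in Per1KO and Per2, Cry2 and Bhlhe40 in Per2KO. Adjusted over the list alone, 5 and 4 were lower, with Nr1d1 added in Per2KO, and 1 and 1 higher. The 15 genes of the insulin-like growth factor axis had medians of -0.58 and -0.64 on day 0, 0.08 and 0.09 on day 3 and -0.15 and -0.14 on day 5, with 5 and 5 called lower, Igf1, Igf2, Igfbp3, Igfbp4 and Igfbp6 in both knockouts, and 1 and 1 higher, Igf2bp3. Adjusted over the list alone, H19 was added in Per2KO, for 5 and 6 lower. The 13 imprinted genes had medians of -0.46 and -0.61 on day 0. On day 3 they had 0.41 and 0.48, and on day 5 0.36 and 0.34. In both ways of adjusting, 2 and 3 were called lower, Igf2 and Ndn in both and Grb10 in Per2KO, and 0 higher. At an unadjusted p-value under 0.05, 4 and 4 were lower and 0 and 1 higher. Several medians lay within the 95% range of random lists. This held for the clock genes on day 3 and in Per1KO on day 5. It also held for the insulin-like growth factor axis on days 3 and 5. The imprinted medians on day 5 and in Per1KO on day 3 lay within that range too. Other medians within the 95% range of random lists were those of the clock genes on day 3 in both knockouts and on day 5 in Per1KO. The insulin-like growth factor axis medians on days 3 and 5, and the imprinted median on day 3 in Per1KO, also lay within it. Members of the lists outside the rule for named genes were named after their values were seen.

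**Figure D4:**
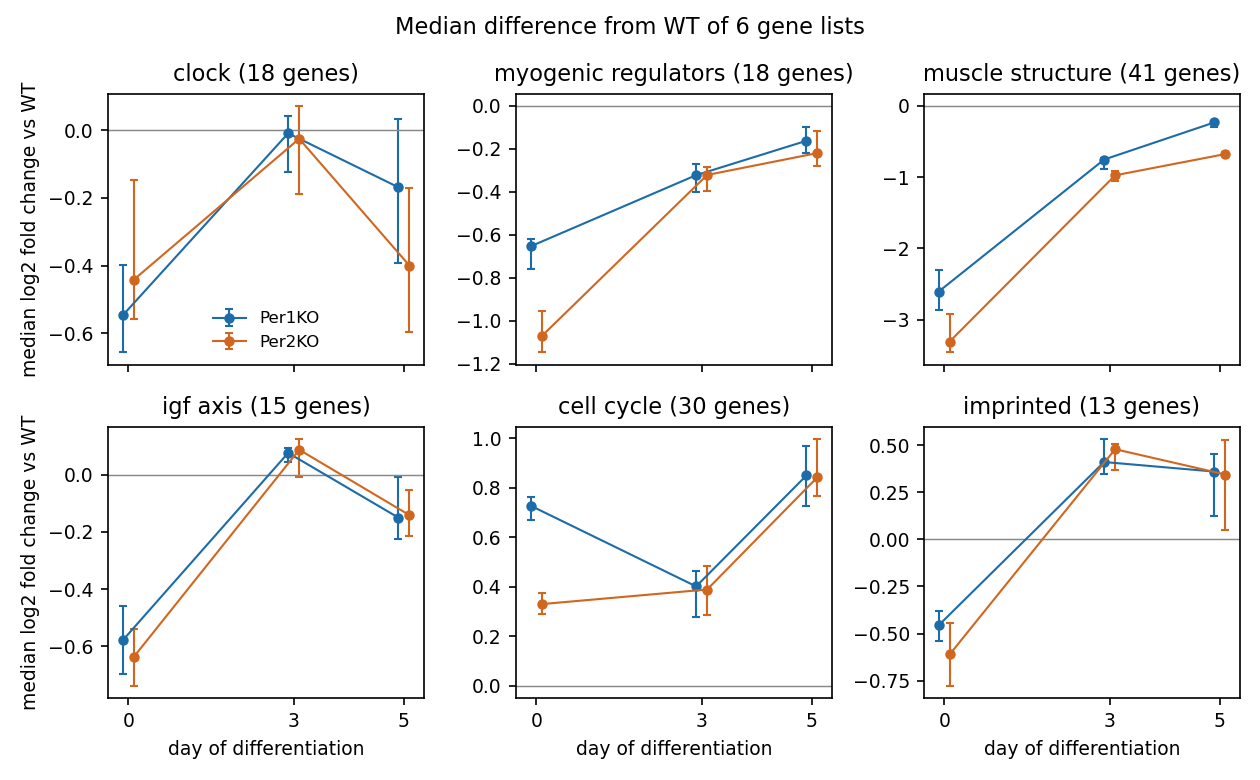
Median log2 difference from WT of 6 gene lists against the day of differentiation, for the libraries labelled Per1KO and Per2KO, with bars for the 95% counting interval from 200 Poisson resamples. The muscle structure medians rise from -2.60 and -3.30 on day 0 to -0.23 and -0.68 on day 5, and the cell cycle medians stay above 0 on all 3 days.

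Whether the 2 knockouts differ from each other was tested in the same model. No gene passed the threshold (0 of 13324), with 88 at an unadjusted p-value under 0.05. Adjusted over each of the 6 lists alone, 0 genes passed. At most 2 members of any list were higher and at most 1 lower at an unadjusted p-value under 0.05. The 88 genes are fewer than the 5% of tests that would reach that level if no gene differed. The residual of this model covers all 9 libraries and holds any difference between WT and knockouts in the change over days. It can therefore exceed the spread between the 2 knockouts, so the count of 0 does not show that they are alike. In single pairs of libraries, 311 of 12842 genes differed by at least 2-fold on day 0, 93 higher and 218 lower in Per1KO than in Per2KO. On day 3 there were 29 of 12982 and on day 5 there were 70 of 13021. Counting noise gave at most 3, 2 and 5 genes. Over protein-coding genes sharing under 10% of 31-mers there were 240 of 10249 on day 0, 5 of 10394 on day 3 and 37 of 10464 on day 5, so most of the day 3 differences lay outside this class. Muscle structure genes were higher in Per1KO than in Per2KO, by medians of 0.62, 0.15 and 0.40 on days 0, 3 and 5, each above all 10000 random lists. Myogenic regulators were also higher, by 0.43, 0.06 and 0.16, each above the 95% range of random lists. Cell cycle genes were higher by 0.42 on day 0, above that range, but at -0.02 and -0.02 later, within it. The insulin-like growth factor axis lay outside it on days 3 and 5 with opposite signs, 0.13 and -0.10. Clock genes lay just above it on these days, at 0.07 and 0.09. The remaining medians lay within it. These directions rest on the labels, which the target mRNA did not separate in the additive model.

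Differentiation was compared across the 3 genotypes. Against day 0, 4664 genes passed on day 3, 2418 higher and 2246 lower, and 6149 passed on day 5, 3093 higher and 3056 lower. Between days 5 and 3, 238 genes passed, 93 higher and 145 lower, and leaving out WT gave 1393 while leaving out either knockout gave 0, with 754 (without Per1KO) and 988 (without Per2KO) at an unadjusted p-value under 0.05. Without Per1KO, 1147 genes passed on day 3 and 2348 on day 5 against day 0. Muscle structure genes rose, with 40 of 41 called higher on day 3 and 41 on day 5, and all 30 cell cycle genes were called lower on day 5. The largest named rises on day 5 were Myl2, with 0 counts in every genotype on day 0 and 18.2, 242 and 161 CPM on day 5 in WT, Per1KO and Per2KO, Fxyd6, with at most 1 count on day 0 and 40.6, 51.7 and 38.2 CPM on day 5 (adjusted p-value 1.26e-05), and Mybpc1, with at most 3 counts and 167, 43.7 and 33.1 CPM (7.61e-06). Their levels on day 0 lay at or under the floor, so no fitted fold change is given. The largest named falls were those of Prl2c3 (log2 fold change -5.83 ± 0.40, 3.34e-05), Itgb7 (-5.13 ± 0.49, 1.65e-04) and Hhip (-4.61 ± 0.26, 1.41e-05). Prl2c3 shares 86.0% of its 31-mers with other genes and is uncertain. On day 5, Itgb7 (0 counts) and Prl2c3 (2 counts) lay under the floor in WT but not in the knockouts. The size of their falls in WT is therefore uncertain, and so are their fitted fold changes. In WT, Itgb7 had 0 counts on days 3 and 5 and Prl2c3 had 2 counts on day 5. These levels lay under the floor of 3 counts, so the day 5 falls of both genes in WT are known only as bounds. Per2 rose by 0.99 ± 0.24 (adjusted p-value 0.0108). In pairs of libraries, 3463, 3629 and 3402 genes differed by at least 2-fold between days 5 and 0 in WT, Per1KO and Per2KO.

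A different response to differentiation was tested as an interaction. No gene passed for Per1KO against WT (0, with 1426 at an unadjusted p-value under 0.05) or for Per2KO against WT (0, with 1783). On simulated data this test recovered 0 of 200 changes of 2- or 4-fold, and 28 of 200 when days 3 and 5 were made alike (28.6% of the 4-fold and 0% of the 2-fold changes), so most differences of that size would be missed. The counts depended on the filter and the test: without the filter 315 and 567 genes passed, and with the DESeq2 Wald test 248 and 476. Adjusted over the list alone, 9 and 11 muscle structure genes passed, 3 and 6 myogenic regulators (Myog, Mymk and Mymx for Per1KO), 5 and 6 imprinted genes (Igf2, Peg3, Zim1, Sgce and Dcn for Per1KO) and 2 and 3 genes of the insulin-like growth factor axis (Igf2 and Igf1r for both, H19 for Per2KO). Each had a more positive change in the knockout than in WT. Of the cell cycle genes 0 and 0 passed, also at an unadjusted p-value under 0.05. Of the clock genes, 1 passed with a more positive change for Per1KO, Hlf. For Per2KO 4 passed in this direction, Per1, Per3, Hlf and Bhlhe41, and 3 in the other, Arntl, Nfil3 and Ciart. Genes outside the rule for named genes were again named after their values were seen. Myog had interaction estimates of 2.88 ± 0.39 (adjusted p-value 0.134) and 3.45 ± 0.39 (0.0765), and Igf2 of 2.01 ± 0.28 (0.134) and 2.96 ± 0.30 (0.0649), which did not pass.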

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

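The tests in this part were chosen after the opposite directions had been seen and before their own results were, except the test of Ube2c reads, which was chosen after the counts it uses had been seen. The 45 named genes and the 6 gene lists were searched for effects with opposite signs, either between day 0 and both later days in the difference of both knockouts from WT, or between WT and both knockouts in the change from day 0. Each sign comes from 1 library against another, and how many genes would meet the search by chance was not computed. The interaction test of the response gave the 7 genes found adjusted p-values from 0.0830 to 0.798 over all tested genes (edgeR's quasi-likelihood test), so none of these differences passed it. Adjusted over their own list alone, Zim1 passed for both knockouts, and Per1, Nfil3, Ciart and Peg10 for Per2KO only. The shift of the imprinted list was not tested. A fixed offset per gene between a WT batch and a knockout batch leaves these contrasts of changes untouched by construction. A batch effect that differs by day stays open throughout, since it is confounded with genotype, and the loss of Per1 or Per2 stays open as an untested explanation under the labels given.

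Greb1 rose in WT by 4.24 and 5.35 on the log2 scale by days 3 and 5 and changed by -0.94 to -2.41 in the 4 later knockout libraries, so the change from day 0 averaged -6.43 in the knockouts relative to WT. In 100% of 200 Poisson resamples the directions stayed opposite, and after correction for GC content and transcript length the difference was -6.72 with the directions still opposite, so neither counting noise nor a GC or length trend accounts for it as a whole. Greb1 shares 0.213% of its 31-mers with other genes, so shared reads are a weak candidate.

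Zim1 and Peg10 were below WT on day 0 and above it on days 3 and 5 in both knockouts. Zim1 went from -0.77 and -1.01 on day 0 to between 1.82 and 2.39 later, a mean shift of 2.97, and Peg10 from -0.41 and -0.61 to between 0.62 and 1.68, a shift of 1.66. The median of the 13 imprinted genes, of which both are members, shifted by 0.93 in the same way. Among 10000 random lists matched on expression, its medians on day 0 lay at percentiles 0.45 and 0.09, below the 95% range. The later medians lay within that range on day 5, at percentiles 90.2 and 89.8, and on day 3 in Per1KO (96.7), and above it only on day 3 in Per2KO (97.8), so the later positive sign of the list is mostly one that random lists also give. All 3 kept their opposite directions in 100% of resamples and after the GC and length correction, with shifts of 2.82, 1.53 and 0.73, which argues against counting noise and against these trends as the whole cause. Peg10 shares 0% and Zim1 0.817% of 31-mers. The imprinted list is not independent of the list of the insulin-like growth factor axis, since both hold Igf2, Igf2r and H19.

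Ciart met both searches with the same value, -3.28. Its log2 difference from WT was 0.64 in Per1KO and 1.82 in Per2KO on day 0 and -1.15 to -2.89 later, while it rose with differentiation in WT, from 21 counts on day 0 to 54 on day 5. The directions held in 98% of resamples, and the shift was -3.17 after the GC and length correction with directions still opposite. Ciart overlaps an antisense gene, C920021L13Rik, whose mean over the 9 libraries was 0.369 CPM, so reads from it are a minor source at most; strand use is not stated. Ciart and Nfil3 are clock genes with daily rhythms, and the hour of sampling, which was not used here, may also differ between libraries; that explanation was not tested.

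Nfil3 rose in WT by 0.92 and 1.38 and fell or stayed near its start in the knockouts, from -0.06 to -1.52, a mean difference of -1.95. The difference remained -1.87 after the GC and length correction, with directions still opposite. The directions stayed opposite in only 77% of resamples, because the change of -0.06 in Per1KO on day 5 lies within counting noise, so the sign in that library could be noise while the larger difference from WT is not covered by this test.

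Per1 changed slightly in WT, by -0.08 and -0.22, and rose in the knockouts by 0.46 to 0.98, a mean difference of 0.89. The opposite directions were kept in 69% of resamples. After the GC and length correction the difference was 0.70 and the directions were no longer opposite. The sign of the WT change could therefore be counting noise or a GC or length trend; the rise in the knockouts starts from lower day 0 levels.

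Tnnc2 had log2 differences from WT of -0.27 and -0.29 on day 0 and of 1.44 to 2.85 later, a shift of 2.36. WT had 1 count on day 0 and each knockout had 5, so the day 0 sign has no weight, and it was kept in only 55.5% of resamples; counting noise could give it. The shift after the GC and length correction was 2.47. The higher later levels are not explained by that noise. Nor are they by reads of Ube2c, which overlaps Tnnc2 on the other strand: at the highest share that the day 0 counts of both genes allow, Ube2c reads could hold at most 2.35% of the Tnnc2 counts in any of the 6 later libraries.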

How the results depend on the processing

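The thinning of the knockouts to WT depth, the GC and length offset and the restriction to protein-coding genes with little shared sequence were chosen after seeing the data; the other alternatives were fixed in advance. No paired analysis was possible because each genotype has 1 library per day and the labels give no replicate numbers that pair libraries beyond the day, which is already a term of the model.

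Scaling changed little. Under DESeq2's size factors and upper-quartile scaling in edgeR, and without robust weighting, all 8 counts of called genes stayed within 1.5 times, and the largest shift of the median gene was 0.0865 on the log2 scale. Day as a number gave 2231 genes for Per1KO and 2273 for Per2KO against WT. Thinning the knockouts to WT depth gave 2102 and 2188, and the GC and length offset 2520 and 2519, also within 1.5 times. The extra depth of the knockouts therefore changed these counts little. The depth of the WT libraries was not varied, so how far it limits the counts stays open. Restricting the test to protein-coding genes sharing under 10% of 31-mers gave 1231 and 1366, and a mean of at least 10 CPM gave 1469 and 1594; fewer genes were tested in both. Fitting only the 6 libraries compared gave 1391 and 1263 genes for the knockouts, 3105 for day 3 against day 0 and 579 for day 5 against day 3, with fewer residual degrees of freedom.

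Without each day in turn, Per1KO against WT ranged from 780 to 2814 genes and Per2KO against WT from 855 to 3138, lowest without day 5 and highest without day 0. Without each genotype in turn, day 3 against day 0 ranged from 1147 (without Per1KO) to 7684 (without WT), day 5 against day 0 from 2348 (without Per1KO) to 8586 (without WT), and day 5 against day 3 from 0 (without either knockout) to 1393 (without WT). For this spread the cause was not tested. The 0 genes of day 5 against day 3 had 754 and 988 at an unadjusted p-value under 0.05. Per1KO against Per2KO gave 0 genes in all 3 of the fits that each left out a day, with 51 to 126 unadjusted.

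Without the expression filter, Per1KO against Per2KO gave 1 gene, Acat3, day 5 against day 3 gave 370 genes, and the test of a differing response gave 315 for Per1KO and 567 for Per2KO. With the DESeq2 Wald test these counts were 1, 728, 248 and 476. Acat3 was named after its values were seen. For these changes the cause was not tested. The response counts of 0 were kept under the other alternatives run: both scalings, the 10 CPM filter, no robust weighting, 6 libraries, a slope on day, thinning, the GC and length offset and the restricted genes, with 754 to 1807 genes at an unadjusted p-value under 0.05. On simulated data the response test recovered 0 of 200 changes of 2- or 4-fold, and 14% with days 3 and 5 made alike, so these counts of 0 say little about stability.

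Requiring 10 CPM in either library reduced all 15 counts of genes at or past 2-fold, with fewer genes compared. Against WT there were 1025, 1028 and 1289 genes for Per1KO on days 0, 3 and 5 and 1097, 1118 and 1284 for Per2KO. Between the knockouts there were 120, 5 and 12; the 5, named after their values were seen, were Rps15-ps2, Cox7c, Rps12, Rpl28 and Rps18. Days 3 and 5 against day 0 gave 1297 and 1969 in WT, 1664 and 2339 in Per1KO and 1628 and 2146 in Per2KO. A prior count of 0.5 and DESeq2's size factors left all 15 within 1.5 times.

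The muscle structure median moved by more than its counting interval in 3 cases, all keeping their direction: Per2KO against WT on day 0 was -3.47 with a prior count of 0.5, Per1KO against WT on day 5 was -0.23 over members with at least 10 CPM, and Per2KO against WT on day 5 was -0.72 under DESeq2's size factors. The correlation of the knockouts' differences from WT was 0.925, 0.989 and 0.984 on days 0, 3 and 5 over genes with at least 10 CPM, and with a prior count of 0.5 it was 0.986 on day 3 and 0.981 on day 5. The muscle structure move under DESeq2's size factors is that of the scaling itself, which shifted this pair by -0.0483 on the log2 scale. For the other moves the cause was not tested.

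Of 237 alternative fits of named genes, 220 kept direction and side of the threshold. Ccne1 reversed in Per2KO against WT, to -0.024 with only 6 libraries fitted, from a value that did not pass either. In the other 16, direction was kept: 8 gained a call with DESeq2 and 8 lost one with 6 libraries. Of 252 other list medians, 28 moved by more than their counting interval.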

Other observations

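The following tests were chosen only after the result was seen: the fixed offset between batches, the 2 tests of a transfer of reads from parent genes, the GC and length trend between the 2 knockouts, the share of differentiating cells and the exchange of labels. In every comparison with WT, a batch effect beyond a fixed offset per gene stays open, since depth, lane suffix and genotype coincide, and no pattern below is called biological on these data.

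Processed pseudogenes were counted higher in both knockouts, and the size of the difference followed shared sequence. The 61 pseudogenes sharing under 10% of their 31-mers had medians of 0.13 and 0.12 in Per1KO and Per2KO, the 377 sharing 10% to under 50% had 0.49 and 0.49, and the 579 sharing 50% or more had 1.45 and 1.40. The ratio of the lowest to the highest group was at most 0.0908, and an effect on transcription alone gives no reason for it to be far from 1. The Per1KO and Per2KO libraries did not differ in this respect, with group medians between them of -0.01, 0.02 and 0.04. A candidate explanation is that reads matching more than 1 gene were handled differently for the WT and the knockout libraries before the table was made. After the GC and length correction the smaller of the medians over all pseudogenes was still 0.88, and at equal depth 0.91, which argues against these as the whole cause. Summing 403 families reduced the median difference to 0.304 of that of single pseudogenes, but this test is void: in the 392 families that also hold other members, the ratio was 0.339 to 0.360, and it would be 0.143 to 0.148 with the other members left unchanged, so sums shrink the difference in any case. Reads lost by the parents made up 15.4% of the gain in Per2KO, the larger value, with bootstrap 95% intervals of -34.1 to 36.5 in Per1KO and -23.2 to 51.8 in Per2KO. A transfer as the whole cause needs a loss of 100% if the parents' own expression is alike in WT and knockouts. On that condition the highest upper limit, 51.8%, argues against it. The loss is a net change, so a rise of the parents' own expression could hide a transfer, and it is not excluded. For a part of the gain, a transfer from parents cannot be told apart from reads added to the pseudogenes, because these intervals are wide and include 0. An effect of the knockouts on pseudogenes stays open, as untested, for the difference left where little sequence is shared.

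Muscle structure genes were already lower in the knockouts on day 0. The median nearest to 0 was -2.53 over members sharing under 10% of 31-mers, -2.53 after the GC and length correction and -2.08 at equal depth, so these do not account for it as a whole. The medians moved towards WT by at least 2.37 from day 0 to day 5, which a fixed offset per gene between batches forbids. A candidate explanation is that a small share of the WT culture had begun to differentiate on day 0. The WT excess over the knockouts on day 0, as a percent of the WT day 3 level, had a median of 3.20% over the 41 genes, with quartiles at 1.86% and 4.30% and a range from -0.42% to 24.9%. The upper quartile was 2.31 times the lower, within the factor of 3 set for the test, which is consistent with 1 common share, but a slight advance of all WT cells could give similar values, and medium, density or passage of the cultures was not analysed. The knockouts themselves could equally start later; the design has no second WT culture to compare.

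Igf2 was lower in both knockouts on all 3 days. It shares 0.363% of its 31-mers with other genes, and the difference nearest to 0 was -2.99 after the GC and length correction and -2.86 at equal depth. Its difference from WT shrank from day 0 to day 5 by 2.15 on the log2 scale in Per1KO (95% counting interval 1.54 to 2.67) and 3.09 in Per2KO (2.41 to 4.11), so a fixed offset is not the whole cause. An effect of either Per gene on Igf2 is possible under the labels, but a difference between cell populations, such as in the day 0 state above, cannot be separated from it with 1 population per genotype.

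The 2 knockouts resembled each other closely and differed most on day 0. The chi-square per degree of freedom of their counts was 54.7 on day 0, 7.20 on day 3 and 12.6 on day 5. The libraries were thus not 1 set of counts deposited under both labels, since the counts differed. Repeated sequencing of 1 library with counting noise alone would give a value near 1, which was not seen either. Counting noise gave a mean of 1 gene at or past 2-fold on day 0 where 311 were seen, and the GC and length trends of the 2 libraries lay at most 0.26 apart on the log2 scale, too little for a 2-fold difference. A difference between the knockouts, their culture state on day 0 or their RNA preparation may each be the cause; none of these was tested.

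The target mRNA leaves the labels of the 2 knockouts open. Per2 was lower in Per2KO than in Per1KO, by 0.41 ± 0.23 on the log2 scale, which goes with the labels but did not pass the test. Per1 was higher in Per1KO than in Per2KO, by 0.07, which goes against the labels and did not pass either. Its direction varied, with Per1 higher in Per1KO on days 0 and 3 and lower on day 5. Exchanged labels cannot be told apart from correct ones, since a knockout by small insertions or deletions could leave the mRNA level unchanged.

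Other splits of the 6 libraries in each comparison were refitted. Per1KO against WT, Per2KO against WT and the 3 comparisons of days were each reached by 1 of 10 splits, the real one, and the other 9 gave 0 genes each. For both comparisons with WT, the real split is also the one by depth. Per1KO against Per2KO had 0 genes, which all 10 of 10 splits reached, with 88 at an unadjusted p-value under 0.05 against 39 to 1524 in the others. For the differing response, 6 of 6 splits reached the real count of 0. The split that set WT on day 0 together with the later knockout libraries gave 1705 genes for Per1KO and 1724 for Per2KO, since it contains the difference between genotypes. With 10 or 6 splits no share under 0.05 was possible.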
